# The effect of trimethylamine N-oxide on the metabolism of visceral white adipose tissue in spontaneously hypertensive rat

**DOI:** 10.1080/21623945.2022.2104783

**Published:** 2022-08-17

**Authors:** Guo-Dong He, Xiao-Cong Liu, Xing-Hua Hou, Ying-Qing Feng

**Keywords:** Trimethylamine N-oxide, visceral white adipose tissue, hypertension, fatty acids, phagosome, lysosome

## Abstract

Strong links have been reported among trimethylamine N-oxide (TMAO), visceral white adipose tissue (vWAT), and cardiometabolic diseases. However, the effects of TMAO on vWAT in hypertension remained incompletely explored. The impact of a chronic 22-week-long treatment with 1 g/L TMAO on vWAT, and its transcriptional and metabolic changes in spontaneously hypertensive rats (SHRs) were evaluated by serum cytokine measurements, histological analysis, fatty acid determinations, and co-expression network analyses. TMAO increased the serum interleukin-6 levels and insulin secretion in SHRs. The adipocyte size was diminished in the SHR 1 g/L TMAO group. In addition, one kind of monounsaturated fatty acids (cis-15-tetracosenoate) and four kinds of polyunsaturated fatty acids (cis-11,14,17-eicosatrienoic acid, docosatetraenoate, docosapentaenoate n-3, and docosapentaenoate n-6) were elevated by TMAO treatment. Three co-expression modules significantly related to TMAO treatment were identified and pathway enrichment analyses indicated that phagosome, lysosome, fatty acid metabolism, valine, leucine, and isoleucine degradation and metabolic pathways were the most significantly altered biological pathways. This study shed new light on the metabolic roles of TMAO on the vWAT of SHRs. TMAO regulated the metabolic status of vWAT, including reduced lipogenesis and an improved specific fatty acid composition. The mechanisms underlying these effects likely involve phagosome and lysosome pathways.

## Introduction

The gut microbiota represented a key intermediary between diet and host physiology, contributing to cardiometabolic diseases and associated hypertension [1,2]. However, specific cellular and molecular mechanisms by which gut microbial metabolites promote cardiometabolic diseases remain incompletely explored. Recently, multiple epidemiological and animal studies have indicated that elevated trimethylamine N-oxide concentrations are closely linked to the development of cardiometabolic diseases, such as insulin resistance and atherosclerosis [3–6].

Trimethylamine N-oxide (TMAO), an organic gut microbiota-derived metabolite mainly originating from dietary choline and L-carnitine, plays a prominent role in mechanistic links to the pathogenesis of atherosclerotic heart disease [7]. In addition to promoting atherosclerosis, TMAO has been correlated with prolonging and exacerbating the hypertensive status induced by angiotensin II in rats [8,9]. However, several experimental and clinical studies have described the circulatory system’s negative impact on TMAO [10,11]. Furthermore, TMAO supplementation slows aortic lesion formation in a mouse model [12] and exerts a beneficial effect on heart failure [13] by reducing the diastolic dysfunction in the pressure-overloaded hearts of hypertensive rats [14].

White adipose tissue (WAT), a heterogeneous organ composed of mature adipocytes, adipocyte progenitor cells, endothelial cells, fibroblasts, and diverse types of immune cells, functions in energy storage and as an endocrine organ [15]. Bioactive molecules, such as free fatty acids, leptin, and pro-inflammatory cytokines, can be released into circulation by WAT. These molecules may contribute to cardiometabolic disorder [16,17]. The TMAO-producing enzyme Fmo3 acts as a negative regulator of programmed WAT [18]. In addition, accumulated evidence indicates that TMAO behaves similarly to hormones in adipose tissue [18,19].

Owing to the strong links between TMAO, WAT, and cardiometabolic diseases, we hypothesized that TMAO compromises WAT’s ability to maintain metabolic homoeostasis in cardiometabolic diseases. This study evaluated the impact of a chronic 22-week-long treatment with TMAO on visceral WAT (vWAT), and its transcriptional and metabolic changes, in spontaneously hypertensive rats (SHRs).

## Materials and methods

### Animal treatments

Male SHRs and normal Wistar-Kyoto (WKY) rats were provided by Beijing Vital River Laboratory Animal Technology Co. Ltd. The rats were housed at Forervegen’s Experimental Animal Center (Guangzhou, China) and were kept in groups of three animals in polypropylene cages under a 12-h light/12-h dark cycle at 22–23°C and humidity of 45%–55%. They were provided a standard laboratory diet and water ad libitum. Seven- to eight-week-old SHRs (n = 12) were randomly assigned to a water group, either drinking tap water or water containing 1 g/L TMAO (product number: T1362, Tokyo Chemical Industry, Japan). The dose of 1 g/L of TMAO was selected to increase the plasma TMAO by 9–18-fold to mimic physiological high-dose TMAO concentrations based on previous study results [14]. After 22 weeks of treatment with water or TMAO, rats were maintained in metabolism cages for 2 days to evaluate their 24-h food balance. Blood glucose levels of rats were measured after fasting over-night. Fasting serum was collected by cardiac puncture, and vWAT was sampled from each abdominal cavity.

All animal care and experimental protocols were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Research Ethics Committee of Guangdong Provincial People’s Hospital.

### Evaluation of TMAO concentration

The blood plasma concentration of TMAO was determined using liquid chromatography coupled with triple-quadrupole mass spectrometry as previously described [8]. The ion transitions were m/z 76.1 > 58.0 for TMAO and m/z 85.1 > 66.0 for TMAO-D9. The calibration curve range was 1–5,000 ng/mL for TMAO.

### Measurements of circulating cytokines

Luminex tests were used to determine serum cytokines (Luminex MAGPIX, Luminex Corp.) using appropriate kits (Millipore) in accordance with the manufacturer’s guidelines. We measured and analysed six cytokines, interleukin (IL)-6, IL-1β, tumour necrosis factor-α (TNF-α), macrophage chemoattractant protein-1 (MCP-1), insulin, and leptin. Assays were analysed on Luminex 200 (Luminex Corp.).

### Haematoxylin-eosin (HE) and Masson staining of vWAT

The paraffin sections of vWAT were subjected to HE and Masson staining using HE staining (abs9217, Absin) and Masson Trichrome Staining (abs9348, Absin) kits following the manufacturer’s specifications. The images were analysed using ImageJ software (ImageJ v.1.8.0).

### Determination of the adipose tissue medium- and long-chain fatty acids (MLCFAs)

For fatty acids extraction, 60 mg of vWAT was transferred to a centrifuging tube. After adding 1 mL chloroform/methanol solution, each sample was ultrasonicated for 30 min, centrifuged at 2,000 rpm for 10 min, followed by supernatant removal. Then, 2 mL 1% sulphuric acid/methanol solution was added for 0.5-h methyl esterification in a water bath at 80°C. For extraction, 1 mL of n-hexane was added, and for washing, 5 mL of water was added. A total of 500 μL extract supernatant was mixed with 25 μL of internal standard (methyl nonadecanoate) before injection. For standard preparation, the mixed standard solution of 40 components of methyl esterified fatty acids (Sigma-Aldrich) was used as a reference standard to identify the fatty acids as previously described [20]. Ten mixed standard concentration gradients of 0.5, 1, 5, 10, 25, 50, 100, 250, 500, and 1,000 mg/L were prepared, in which the concentration of each component accounted for 2% and 4% of the total concentration of two gradients, with 30 and 10 components accounting for 2% and 4%, respectively. An Agilent DB-WAX capillary column (30 m × 0.25 mm ID × 0.25 µm) was used to separate the methyl esterified fatty acids. The temperature was initially set to 50°C for 3 min and then escalated at a rate of 10°C/min to 220°C for 20 min. Helium was used as the carrier gas, and the carrier gas velocity was set at 1.0 mL/min. The analysis was performed using an Agilent 7890A/5975C gas chromatography-mass spectrometer. Agilent ChemStation software was used to determine the retention times and areas of chromatographic peaks. Each sample’s MLCFA content was determined by graphing the curve.

### RNA preparation, sequencing, and analysis

RNA of vWAT was isolated using the TRIzol reagent/chloroform isolation method. The full-length complementary DNAs and RNA-seq libraries were prepared using SMART technology (Clontech) [21]. RNA sequencing was carried out using an illuminated Nova-Seq 6000 System with the assistance of Guangzhou Epibiotek Co., Ltd. The GENCODE database was utilized to annotate mRNAs [22]. RNA reads were counted using feature Counts [23]. To normalize gene expression counts for the sequence, the fragments per kilobase of transcript per million fragments mapped (FPKM) approach was used. A principal component analysis (PCA) was used to evaluate variables within the three groups. Data were transformed into log2 scale and plotted using the plotPCA function in R v.3.5.2.

### Differential expression analysis

Expression levels were estimated on the basis of the high-throughput sequences by differential expression analysis. The raw counts from the sequence datasets were used as in input in the ‘DESeq2’ R package (DESeq2 1.16.1) [24] to obtain differentially expressed genes based on log2 fold change ≥ |1.0| at a statistical significance of adjust p-value < 0.05. The R heatmap and ggplot2 package were applied to construct the heatmap.

### Co-expression networks of mRNAs

First, we eliminated genes with expression levels lower than 1 FPKM in at least 90% of the samples. The remaining genes having a standard deviation larger than 0.2 were further maintained for a downstream weighted gene co-expression network analysis (WGCNA). Modules of co-expression networks were determined using the ‘WGCNA’ package in R as previously described [25]. Briefly, a suitable soft threshold power was determined using the scale-free topology requirement. Then, the weighted adjacency matrix was generated. Correlations and adjacencies were converted into a matrix of topological overlap (TOM), after which the equivalent dissimilarity was calculated (1-TOM). Next, genes were clustered hierarchically using 1-TOM as the distance metric. The dynamic tree cut technique with default parameters was used to discover modules. For each module, Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichments were conducted to understand the enriched functions using R package ‘clusterprofile’. The PCA of each gene module evaluated module eigengenes (MEs) as the major components, and within a specific module, the expression patterns of all the genes might be summed into a single characteristic expression profile. Significant associations were defined significantly if the module had a p-value < 0.05 and an eigengene-trait absolute correlation > 0.7.

### Statistical analysis

Undetectable cytokine concentrations, where the analyte concentration was less than the lower limit of quantification (LLOQ), were replaced with LLOQ/√2. The means ± standard deviations (SDs) of ongoing parameters were provided. Student’s t-tests or Mann-Whitney U tests were used to assess variations between two groups. To investigate the significant variations between three or more groups, a one-way analysis of variance with Tukey’s multiple comparisons test or Kruskal-Wallis with multiple comparison testing was used. A two-tailed p-value of < 0.05 was defined as statistically significant. All the statistical analyses were conducted using R programming language version 4.0.

## Results

### TMAO regulated the serum levels of cytokines and insulin in SHRs

After 22 weeks of treatment with TMAO, the TMAO plasma level of rats in the SHR 1 g/L TMAO group were significantly higher than in the SHR-water and WYK groups (Table 1). However, there were no significant differences in food intakes and body weights between groups (Table 1). This indicated that TMAO had no influence on food balance.

**Table 1.** TMAO regulated the serum levels of IL-6 and insulin in SHRs.

Variables	WKY Group	SHR-Water Group	SHR-TMAO Grop	P Value (by ANOVA)
Body mass and food intake				
Body mass, g	349.18 ± 21.15	335.41 ± 23.45	357.18 ± 17.38	0.23
24 h food intake, g	15.65 ± 3.24	13.47 ± 1.40	12.51 ± 1.86	0.09
TMAO				
Plasma TMAO, ng/ml	102.48 ± 44.14	144.72 ± 25.27	4031.03 ± 1035.35*†	< 0.01
Circulating cytokines				
IL-6, pg/ml	17.29 ± 0.00	17.29 ± 2.29	41.79 ± 19.60*†	< 0.01
IL-1β, pg/ml	9.04 ± 8.14	5.18 ± 6.75	2.04 ± 0.83	0.14
TNF-α, pg/ml	1.49 ± 0.72	0.81 ± 0.27	1.17 ± 0.52	0.17
MCP-1, pg/ml	169.22 ± 70.01	122.09 ± 63.35	180.91 ± 31.35	0.15
leptin, pg/ml	6436.17 ± 755.63	2424.40 ± 709.16*	1957.83 ± 1110.89*	< 0.01
Insulin and FBG				
Insulin, pg/ml	3060.67 ± 1268.03	6988.40 ± 2304.11*	22729.17 ± 19264.28*†	0.01
FBG, mmol/l	4.28 ± 0.28	4.94 ± 0.43*	4.68 ± 0.18	0.02

Values are means ± SD. Data are for Wistar-Kyoto (WKY) rats (n = 6), spontaneously hypertensive rats (SHRs) treated with water (SHR-Water; n = 6), and SHRs treated with 1 g/L trimethylamine oxide (TMAO) in drinking water (SHR-TMAO; n = 6). One-way ANOVA followed by a Tukey’s post hoc test was used. *P < 0.05 vs. the WKY group; †P < 0.05 vs. the SHR-Water group by a Tukey’s post hoc test. FBG: fasting blood glucose.

Because circulating TMAO is considered to be associated with increases in inflammatory cytokines [26], we measured five serum inflammatory cytokines, IL-6, IL-1β, TNF-α, MCP-1, and leptin, to ascertain the effects of chronic TMAO treatment on vWAT in SHRs. With the 1 g/L TMAO treatment, only the IL-6 serum level was markedly elevated, whereas other cytokines did not show statistical differences (Table 1). However, inflammatory responses might still not be confirmed because IL-6 had context-dependent pro-and anti-inflammatory properties [27]. In addition, TMAO is positively associated with cardio-metabolic risk factors, such as insulin resistance and metabolic syndrome [28], and the SHR 1 g/L TMAO group showed dramatically elevated serum insulin levels in this study (Table 1). However, TMAO-treated SHRs demonstrated mild decreases in fasting blood glucose levels compared with the SHRs groups, but it was not significant (P > 0.05).

Owing to the results of serum cytokine and insulin levels, we focused on the effects of TMAO on the metabolism of vWAT in SHRs because IL-6 and insulin regulate adipose tissue, but they had opposite effects [29,30].

### TMAO regulated the vWAT size in SHRs

To evaluate the effects of elevated levels of IL-6 and insulin on vWAT mediated by TMAO, we observed the morphology of vWAT using HE and Masson staining. Adipocyte size was assessed using HE staining to determine whether adipocyte hypertrophy occurred after a long TMAO treatment period (Figure 1aandb).

**Figure 1.**
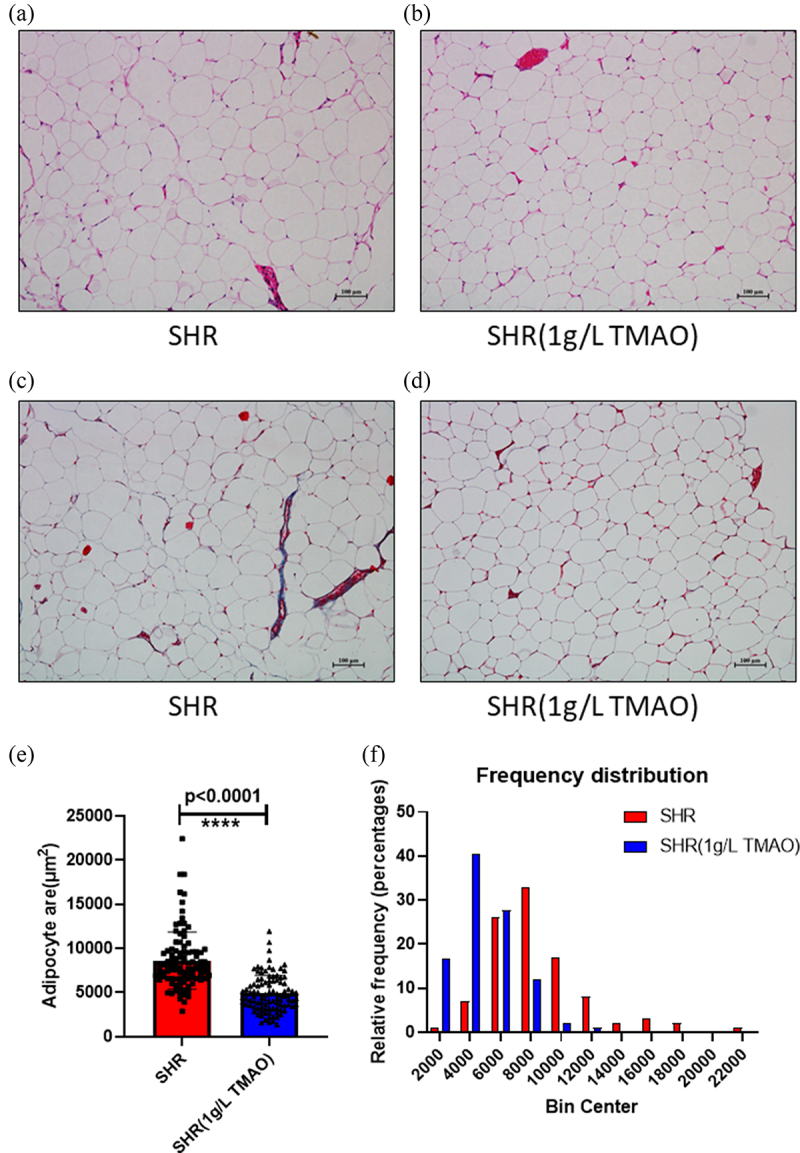
Adipose histology and quantification. a, b: Representative images of haematoxylin and eosin stain from visceral white adipose tissue in the spontaneously hypertensive rat (SHR) group (a) and the SHR 1 g/L TMAO group (b). c, d: Representative images of Masson stain from visceral white adipose tissue in SHR (c) and SHR 1 g/L TMAO (d) groups. e: Adipocyte area. The results are expressed as means ± SDs. The differences between the two groups were statistically analysed using Student’s t-tests. The data represent statistical significance at ****p < 0.0001. f: Histogram of adipocyte count distribution of specified adipocyte area; 100 adipocytes per mouse were used for quantitative evaluation.

The size of adipocytes was diminished in the SHR 1 g/L TMAO group. Furthermore, Masson staining was used to examine fibrosis in vWAT caused by collagen deposition (Figure 1candd). No evidence of adipose fibrosis was found. Thus, the effects of adipocyte volume diminishment after TMAO treatment might be associated with increased IL-6 secretion.

### Identification and quantification of MLCFAs

Our results previously showed that the TMAO treatment induces IL-6 secretion and diminishes vWAT. Furthermore, owing to the well-known stimulatory effects of IL-6 on lipolysis, as well as fatty acid oxidation [31], we applied 40 fatty-acid methyl ester standards to a gas chromatography-tandem mass spectrometer analysis to further ascertain the impact of TMAO on fatty acid metabolism in vWAT.

A total of 34 different kinds of fatty acids have been identified and quantified in the vWAT samples (Table 2), of which six fatty acids were undetected in all the samples. As shown in Table S1, the standard curve, linearity, and correlation coefficient (R^2^) of each component were in the selected concentration range. The linearity and correlation coefficient for each component was > 0.999 (Table S1).

**Table 2.** The composition of medium- and long- chain fatty acids found in vWAT from WKY, SHR-Water, and SHR-1 g/L TMAO groups.

		Mean ± SD (ug/mL)			*p*-value
Component	MLCFAs	WKY	SHR-Water	SHR-1 g/L TMAO	(by ANOVA)
**SFA**					
Total SFA	/	52117.910 ± 10630.584	55661.060 ± 3004.829	54037.027 ± 2482.367	NS
C10:0	decanoate	32.931 ± 7.08	30.315 ± 3.000	27.762 ± 3.669	NS
C11:0	undecanoate	1.615 ± 0.244	1.218 ± 0.242*	1.177 ± 0.187*	0.008
C12:0	dodecanoate	143.254 ± 48.983	157.897 ± 23.382	131.426 ± 10.765	NS
C14:0	myristate	2403.795 ± 735.672	2939.138 ± 400.367	2554.393 ± 241.84	NS
C15:0	pentadecanoate	604.943 ± 95.525	407.972 ± 69.976*	417.751 ± 61.53*	<0.001
C16:0	palmitate	43348.974 ± 8945.043	46846.530 ± 2658.387	45803.567 ± 2248.655	NS
C17:0	heptadecanoate	627.358 ± 93.689	420.187 ± 43.349*	420.692 ± 55.311*	<0.001
C18:0	stearate	4340.754 ± 903.28	4438.812 ± 82.326	4238.007 ± 274.481	NS
C20:0	arachidate	272.060 ± 52.552	201.562 ± 24.866*	187.234 ± 25.007*	0.002
C21:0	heneicosanoate	16.617 ± 3.87	10.366 ± 1.993*	10.716 ± 1.458*	0.001
C22:0	behenate	257.650 ± 39.618	160.821 ± 33.310*	203.689 ± 35.711*	0.001
C23:0	tricosanoate	14.549 ± 3.499	9.106 ± 2.167*	8.168 ± 1.321*	0.001
C24:0	tetracosanoate	53.410 ± 11.095	37.135 ± 8.945*	32.445 ± 7.151*	0.003
**MUFA**					
Total MUFA	/	99163.218 ± 21219.853	106566.155 ± 6668.756	102210.392 ± 5432.69	NS
C14:1N5	myristoleate	82.945 ± 36.141	142.266 ± 39.530	112.270 ± 39.12	NS
C15:1N5	cis-10-pentadecenoate	24453.243 ± 5319.744	26613.658 ± 1535.105	26002.833 ± 1300.146	NS
C16:1N7	palmitoleate	6618.981 ± 2973.065	10,172.508 ± 1818.967	9027.605 ± 1995.191	NS
C17:1N7	cis-10-heptadecenoate	245.269 ± 50.836	243.384 ± 31.908	240.533 ± 19.507	NS
C18:1TN9	elaidate	59453.262 ± 11706.423	61168.845 ± 3659.755	58346.452 ± 2955.179	NS
C18:1N9	oleate	7105.363 ± 1558.791	7294.707 ± 549.152	7423.020 ± 674.394	NS
C20:1N9	cis-11-Eicosenoic acid	609.412 ± 98.469	492.531 ± 42.099*	500.322 ± 36.212*	0.012
C22:1N9	erucate	90.740 ± 24.714	88.875 ± 29.009	90.567 ± 24.441	NS
C24:1N9	cis-15-tetracosenoate	504.002 ± 78.387	349.381 ± 54.404*	466.791 ± 90.456†	0.008
**PUFA**					
Total PUFA	/	90744.451 ± 12068.822	71859.955 ± 6915.356	74212.841 ± 5411.218	0.003
C18:2N6	linoleate	82805.971 ± 11050.110	65731.671 ± 5846.682*	67139.866 ± 5244.781*	0.003
C18:3N6	γ-linolenate	172.574 ± 43.026	178.344 ± 41.249	211.010 ± 29.839	NS
C18:3N3	α-linolenate(ALA)	4165.654 ± 458.244	3153.924 ± 502.287*	3335.967 ± 196.782*	0.001
C20:2N6	cis-11,14-Eicosadienoic acid	541.499 ± 85.57	446.854 ± 80.936	539.826 ± 27.926	NS
C20:3N6	cis-8,11,14-Eicosatrienoic acid	253.191 ± 58.59	208.937 ± 38.409	279.975 ± 39.021	NS
C20:4N6	arachidonate	1628.711 ± 275.266	1327.785 ± 260.249	1590.469 ± 317.444	NS
C20:3N3	cis-11,14,17-Eicosatrienoic acid	35.540 ± 3.459	27.875 ± 4.903*	35.111 ± 5.219†	0.018
C20:5N3	cis-5,8,11,14,17-Eicosapentaenoic acid (EPA)	39.624 ± 8.377	26.102 ± 5.013*	24.896 ± 3.753*	0.001
C22:4N6	docosatetraenoate	465.513 ± 114.483	315.139 ± 80.688*	456.924 ± 120.188†	0.047
C22:5N6	docosapentaenoate n-6	54.818 ± 14.407	51.037 ± 15.106	82.354 ± 25.877*†	0.025
C22:5N3	docosapentaenoate n-3 (DPA)	517.826 ± 104.889	318.490 ± 87.286*	445.799 ± 103.421†	0.011
C22:6N3	cis-4,7,10,13,16,19-Docosahexaenoic acid (DHA)	63.530 ± 20.416	73.797 ± 23.163	70.643 ± 23.198	NS
**Undetectable**					
C22:2N6	cis-13,16-Docosadienoic acid	/	/	/	/
C4:0	butyrate	/	/	/	/
C6:0	hexanoate	/	/	/	/
C8:0	octanoate	/	/	/	/
C13:0	tridecanoate	/	/	/	/
C18:2TTN6	linolelaidate	/	/	/	/

Values are means ± SD. Data are for Wistar-Kyoto (WKY) rats (n = 6), spontaneously hypertensive rats (SHRs) treated with water (SHR-Water; n = 6), and SHRs treated with trimethylamine oxide (TMAO) in drinking water (SHR-TMAO; n = 6). One-way ANOVA followed by a Tukey’s post hoc test was used. TMA, trimethylamine; NS, no significant differences among groups by ANOVA. *P < 0.05 vs. the WKY group; †P < 0.05 vs. the SHR-Water group by a Tukey’s post hoc test

There were no noticeable distinctions between the concentrations of total saturated fatty acid (SFA) and total monounsaturated fatty acid (MUFA) in the three groups, but the total polyunsaturated fatty acid (PUFA) level in the WKY group was higher than in the other groups. When compared with levels in WKY rats, 16 MLCFAs obviously decreased (*p* < 0.05) in SHRs treated with water, including eight SFAs (undecanoate, pentadecanoate, heptadecanoate, arachidonate, heneicosanoate, behenate, tricostate, and tetracosanoate), two MUFAs (cis-11-eicosenoic acid ester and cis-15-tetracosenoate), and six PUFAs [linoleate, linolenate, cis-11,14,17-ricosatrienoic acid ester, cis-5,8,11,14,17-ricosapentaenoic acid ester, docosatetraenoate, and docosapentaenoic (C22:5N3)]. Among them, one MUFA (cis-15-tetracosenoate) and four PUFAs [cis-11,14,17-ricosatrienoic acid, docosatetraenoate, docosapentaenoate n-3 (C22:5N3), and docosapentaenoate n-6 (C22:5N6)] were elevated by the TMAO treatment. In this study, our results showed that TMAO induced IL-6 secretion and regulated the composition of fatty acids, especially PUFAs, in vWAT.

### RNA sequencing and co-expression network analysis of vWAT

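RNA-seq libraries were made from the visceral white adipose tissue (vWAT) of 18 rats: 6 Wistar-Kyoto (WKY) rats, which are normotensive, 6 spontaneously hypertensive rats (SHRs) on tap water (SHR-Water) and 6 SHRs given 1 g/L trimethylamine oxide (TMAO) in drinking water for 22 weeks (SHR-TMAO). The authors counted the reads on the exons of 32883 genes with featureCounts and deposited these counts without normalization. Counting used the strand of the reads. The counts per rat summed to between 10774133 and 18841046 in the WKY group (median 16014040), between 14939661 and 17251247 in SHR-Water (median 15965718) and between 14879416 and 18874161 in SHR-TMAO (median 16664374). No difference in these totals was detected between SHR-TMAO and SHR-Water (two-sided exact permutation test, p = 0.286, n = 6 per group). Genes of the mitochondrial genome took 14.9% ± 5.12 of the counts in WKY, 21.4% ± 5.43 in SHR-Water and 16.8% ± 3.52 in SHR-TMAO (SD, n = 6 each). FPKM values were computed from the counts and the exon length of each gene, and were used as log2(FPKM + 1) over the 21505 genes with at least 1 count. Expression was compared between groups with edgeR's quasi-likelihood test on the counts, after TMM normalization and a filter on low counts, at the thresholds of the paper: a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. The libraries also differed in how their counts depended on gene length. Over 12605 expressed genes, Spearman's rho between gene length and a gene's deviation from its mean ranged from -0.415 (WKY replicate 4) to 0.448 (SHR-Water replicate 2). These correlations are across genes, which are not independent replicates. The mean rho was 0.189 ± 0.290 in SHR-Water and -0.170 ± 0.172 in SHR-TMAO (SD, n = 6 each; exact permutation p = 0.0346, or 0.281 after Benjamini-Hochberg adjustment over the 18 comparisons of library measures).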

To further understand the experimental results, we continued exploring the possible mechanisms using RNA-seq.

First, we confirmed the reliability of the RNA-seq data using a Pearson’s correlation analysis, principal component analysis, and the FPKM density distribution of the 18 samples (Figure 2a–). 

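In the principal component analysis of log2(FPKM + 1), the first component held 29.9% of the variance and the second 17.2%. The first component followed the gene length trend of the libraries. Over the 18 samples, Pearson's r between this component and the trend was 0.919 (permutation p = 1e-05, the smallest that 100000 permutations can give; 6e-05 after Benjamini-Hochberg adjustment over 6 relations) and Spearman's rho was 0.827 (permutation p = 5.0e-05). Without the 2 samples farthest from the median trend, r was 0.862. Within SHR-Water, r was 0.982 (exact permutation p = 0.00139, adjusted 0.00417, n = 6) and rho was 1 (exact permutation p = 0.00278), with an r of 0.969 without the 2 farthest samples. Within SHR-TMAO, r was 0.980 (exact permutation p = 0.00278, adjusted 0.00556, n = 6) and rho was 0.943 (exact permutation p = 0.0167), with an r of 0.874 without the 2 farthest. Within WKY, r was 0.841 (exact permutation p = 0.05, adjusted 0.075, n = 6) and rho was 0.60 (exact permutation p = 0.242). Without the 2 farthest samples r was -0.341 there, so in WKY the relation rests on those samples. On the second component, SHR-TMAO lay at -20.9 ± 3.04, SHR-Water at -1.93 ± 13.1 and WKY at 22.8 ± 22.8 (SD, n = 6 each).

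**Figure D1:**
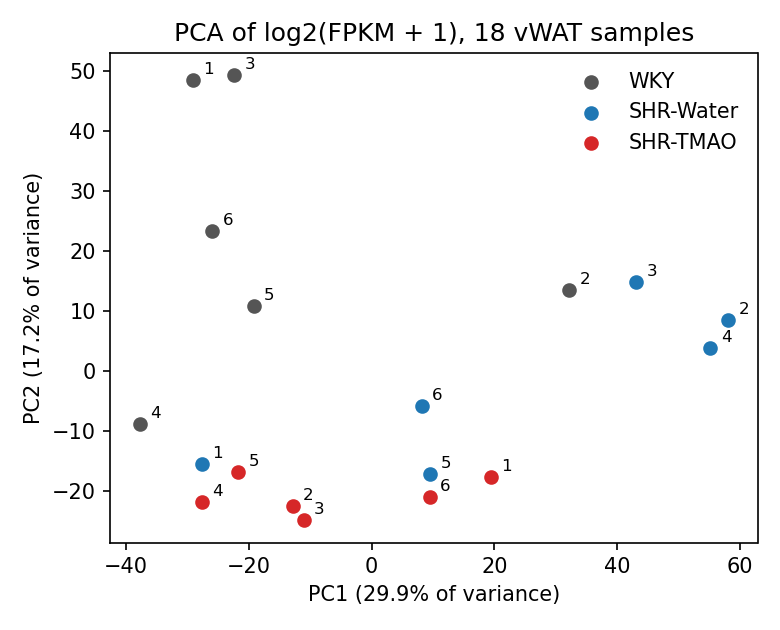
First and second principal components of log2(FPKM + 1) in the 18 vWAT samples, in units of component score, with each point a rat, coloured by group and numbered by replicate. The 6 SHR-TMAO rats lie between -24.9 and -16.9 on the second component, while SHR-Water and WKY spread more widely.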

A high repeatability in the sequencing results was achieved in each group. In addition, a hierarchical cluster analysis indicated that the gene expression patterns in vWAT were distinguishable among the three groups (Figure 3a–). 

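The median Pearson's r of log2(FPKM + 1) over the 15 pairs of samples within a group was 0.976 in WKY (from 0.956 to 0.985), 0.977 in SHR-Water (from 0.95 to 0.987) and 0.980 in SHR-TMAO (from 0.969 to 0.990). Over the 108 pairs of samples from different groups the median was 0.969 (from 0.942 to 0.988), so the ranges within and between groups overlapped. The pairs are not independent, and no p-value was computed for them. The alternative that moved the median most was FPKM without a log in WKY (0.912), and Spearman's rho in SHR-Water (0.952) and SHR-TMAO (0.953). On the scale of FPKM without a log 55.9% of the squared spread between samples lay in 31 mitochondrial genes. No 2 samples of a group were within the sampling noise of each other, so each was counted as 1 sample: the smallest chi-square per degree of freedom between the counts of a pair, that of WKY replicates 1 and 3, was 13.2.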

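Over all 21505 genes with at least 1 count, the 3 groups were separated by more than permuted labels gave (pseudo-F of squared distances 2.77, permutation p = 0.00078, n = 18), and group accounted for 27.0% of the squared distances. SHR-Water and WKY were separated with a pseudo-F of 3.07 (exact permutation p = 0.0152, n = 6 per group) and SHR-TMAO and WKY with 2.93 (exact permutation p = 0.00216, the smallest that 6 rats against 6 allow). For SHR-TMAO and SHR-Water the pseudo-F was 2.26 (exact permutation p = 0.0498), with 18.5% of the squared distances. This last separation was close to the threshold. With each rat left out in turn, its exact permutation p was under 0.05 in 3 of 12 cases: 0.0130 without SHR-Water replicate 1, 0.0325 without SHR-TMAO replicate 1 and 0.0498 without SHR-Water replicate 6. In the other cases it reached up to 0.0974, without SHR-TMAO replicate 4. In 14 of the 18 samples the nearest other sample was of the same group. Average linkage into 3 clusters gave 1 cluster of 12 samples, with all 6 SHR-TMAO, 3 SHR-Water and 3 WKY, 1 of 3 SHR-Water and 1 WKY, and 1 of 2 WKY. Complete linkage kept the groups more apart. It gave 1 cluster of 8 samples with 5 SHR-TMAO, 1 SHR-Water and 2 WKY, 1 of 7 with 5 SHR-Water, 1 SHR-TMAO and 1 WKY, and 1 of 3 WKY. With the gene length trend removed, complete linkage gave 1 cluster of 5 SHR-TMAO, 1 of 5 WKY and 1 SHR-Water, and 1 of 5 SHR-Water, 1 WKY and 1 SHR-TMAO, while average linkage gave clusters of the same composition as before. Between SHR-Water and WKY, 445 of 13017 genes tested passed the thresholds, 168 higher and 277 lower in SHR-Water. In 528 genes the values of the 2 groups did not overlap, where chance gives 0.216% of genes. Without WKY replicate 2 the number of differentially expressed genes was 1278, and without SHR-Water replicate 1 it was 725. Between SHR-TMAO and WKY, 464 of 12833 genes passed, 186 higher and 278 lower in SHR-TMAO. The deposited counts identify genes by Ensembl identifier and do not pair them with names. The gene ENSRNOG00000001701 (chromosome 11 of Rnor_6.0, 33909439 to 33917674) had 196 ± 61.0 CPM (counts scaled to the library's TMM-normalized total) in SHR-Water and 0.351 ± 0.319 in WKY (SD, n = 6 each), a log2 fold change of 9.07 (standard error 0.46, adjusted p = 7.72e-08 from edgeR's quasi-likelihood test). ENSRNOG00000017286 (chromosome 15, 42757235 to 42794279) rose from 12.4 ± 4.48 in WKY to 178 ± 17.9 in SHR-Water, a log2 fold change of 3.81 (standard error 0.21, edgeR adjusted p = 1.21e-07). ENSRNOG00000028543 (chromosome 3, 59408546 to 59410211) was lower in SHR-Water, at 3.76 ± 0.689 against 123 ± 40.7, a log2 fold change of -5.07 (standard error 0.23, edgeR adjusted p = 2.96e-08). ENSRNOG00000062283 (chromosome 1, 112074735 to 112076013) had 0.0686 ± 0.0932 in SHR-Water and 53.4 ± 11.0 in WKY, a log2 fold change of -9.43 (standard error 0.42, edgeR adjusted p = 2.96e-08). Its counts in SHR-Water were only 0 to 4, so the size of this fold change depends on how low counts are treated. It overlaps 1 gene on the other strand, which the strand-specific counting keeps apart. From the heat maps of these comparisons, the paper states that expression in vWAT can be told apart among the groups (Figure 3a).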

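In the comparison of SHR-TMAO with SHR-Water, edgeR's quasi-likelihood test covered 12852 genes and 0 passed the thresholds. The lowest adjusted p-value was 0.0834. At an unadjusted p under 0.05 there were 3212 genes, and 759 genes had an adjusted p under 0.1. In 172 genes the values of the 6 rats of one group did not overlap those of the other, where chance gives 0.216% of genes. The tool that the paper names, DESeq2, gave 403 differentially expressed genes among 13523, with 109 higher and 294 lower in SHR-TMAO. Of these, edgeR tested 351, all with the same sign and an unadjusted p under 0.05, and 38 of the 403 had groups that did not overlap. The number of genes depended on single rats in both tests. Without SHR-Water replicate 1, edgeR gave 685 genes and DESeq2 971. Without SHR-TMAO replicate 1 they gave 442 and 870, and without SHR-TMAO replicate 2 they gave 2 and 228. Without SHR-TMAO replicate 4, edgeR gave 0 genes, with 2268 at an unadjusted p under 0.05, and DESeq2 gave 96. DESeq2 gave 129, 136 and 139 genes without SHR-Water replicates 2, 3 and 4, and 202 and 205 without SHR-TMAO replicates 3 and 5. Without SHR-Water replicate 3, 73 of its genes were higher and 63 lower in SHR-TMAO. In every other fit of DESeq2 with a rat left out, more genes were lower than higher.

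**Figure D2:**
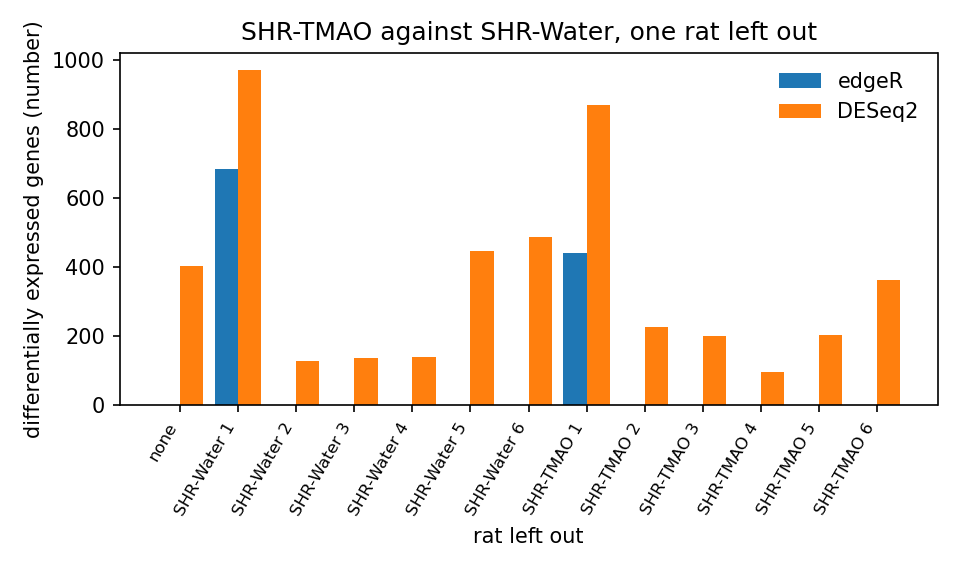
Number of differentially expressed genes between SHR-TMAO and SHR-Water with all 12 rats (none) and with 1 rat left out, for edgeR and DESeq2 at the same thresholds. The bars of DESeq2 run from 96 to 971 and those of edgeR from 0 to 685.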

The top 25 up- and top 25 down-regulated mRNAs in the SHR group vs. the SHR 1 g/L TMAO group are shown in Table 3.

**Table 3.** The top 25 up and top 25 down regulated mRNAs in SHR group vs. SHR 1 g/L TMAO group.

gene_name	baseMean	log2FoldChange	pvalue	padj
Gsta3	7.04	23.25	7.69E-20	1.13E-15
Pax5	10.33	18.51	9.91E-14	7.29E-10
Clec4m	15.76	18.30	1.43E-10	4.72E-07
Marco	34.20	17.02	2.12E-05	0.005451
Nppa	22.72	16.34	1.22E-10	4.72E-07
Sptlc3	6.89	6.66	0.000133	0.012946
Prom2	94.81	6.53	1.99E-05	0.005451
Tnnt2	593.89	6.35	5.66E-05	0.008671
Pnoc	5.10	5.93	0.000257	0.016091
LOC103692785	5.12	4.78	2.18E-05	0.005451
Actg2	126.63	4.77	1.65E-07	0.000221
Cldn7	15.56	4.73	7.79E-05	0.00963
LOC103690054	11.97	4.22	3.01E-06	0.001578
Gstm3	69.53	4.15	0.000137	0.01303
LOC100912599	144.81	4.14	0.000307	0.01732
Tmc4	8.09	4.05	0.000783	0.025
Esrp1	12.50	4.00	0.001227	0.030941
AABR07015881.1	6.81	3.98	0.00227	0.041812
LOC100911422	35.43	3.73	3.17E-05	0.006959
Cd24	55.75	3.61	0.000194	0.015397
Krt20	5.62	3.56	0.001858	0.038065
Fam84a	9.26	3.53	0.001343	0.032033
Pls1	8.98	3.42	0.00238	0.04281
Crabp2	47.26	3.42	3.31E-05	0.00701
Fam50a	32.38	3.36	0.000847	0.025416
Zfp366	41.40	−2.22	2.52E-05	0.005981
Gan	8.35	−2.26	0.00146	0.033424
AABR07055864.2	10.81	−2.28	0.002134	0.040883
Setbp1	7.64	−2.32	0.002503	0.043924
Tmtc1	14.81	−2.35	0.000333	0.017717
Fat4	46.36	−2.35	7.59E-05	0.009611
Amer1	13.75	−2.36	0.000606	0.022419
LOC103693776	20.96	−2.39	0.000189	0.0153
Fosb	84.33	−2.42	0.002974	0.047383
Zc3h12c	8.59	−2.42	4.74E-05	0.008495
Marf1	23.64	−2.46	0.000936	0.02746
Slain1	5.85	−2.63	6.25E-05	0.00912
AABR07033887.1	30.59	−2.70	6.12E-05	0.00912
Cdhr1	6.51	−2.74	0.002628	0.044647
Mcc	15.59	−2.77	3.76E-05	0.007593
LOC103694908	7.59	−2.88	0.00073	0.024333
LOC100911672	30.07	−2.95	7.83E-05	0.00963
LOC100362814	4.67	−3.22	0.002716	0.04531
Scube3	4.45	−3.29	0.002403	0.042917
Eomes	4.43	−3.31	0.001883	0.03838
Rnf112	5.12	−3.67	0.002386	0.04281
Lrrn4	29.17	−3.74	0.001925	0.038857
LOC100910875	15.44	−4.05	0.000208	0.015523
AABR07054286.1	4.35	−4.26	0.000477	0.020284
AABR07000398.1	666.24	−7.26	7.46E-07	0.000522

**Figure 2.**
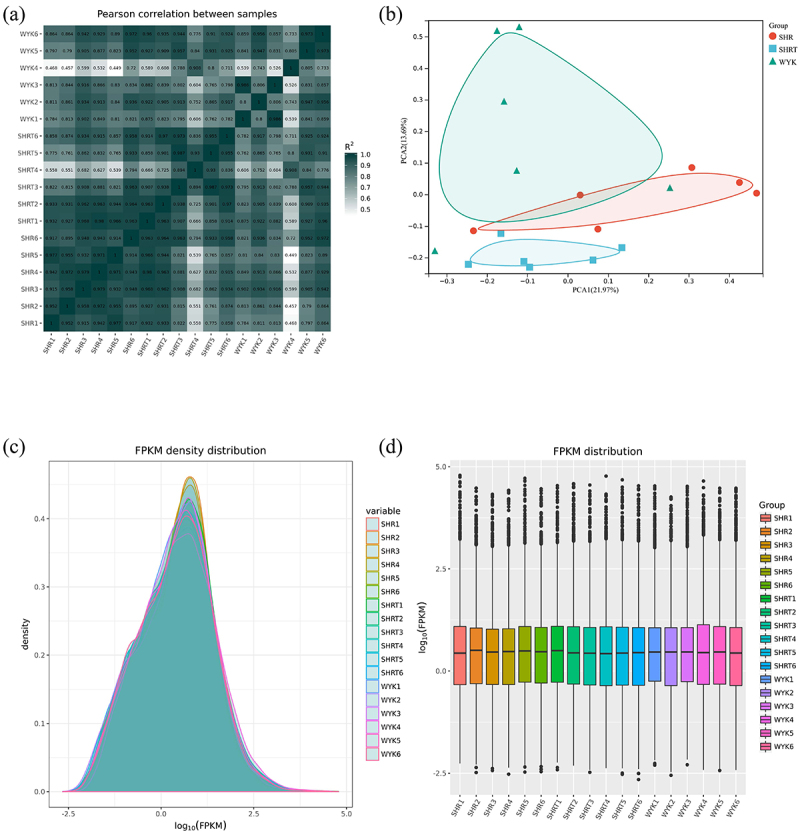
A: Pearson’s correlations among samples based on expression levels. B: Principal component analysis of 18 samples based on expression levels. C: Density plot displaying the gene density at different FPKM levels. D: Box plot of the FPKM distribution among the 18 samples. SHRW: white adipose tissue of spontaneously hypertensive rat, SHRWT: white adipose tissue of TMAO treated spontaneously hypertensive rat, WYKW: white adipose tissue of WYK.

**Figure 3.**
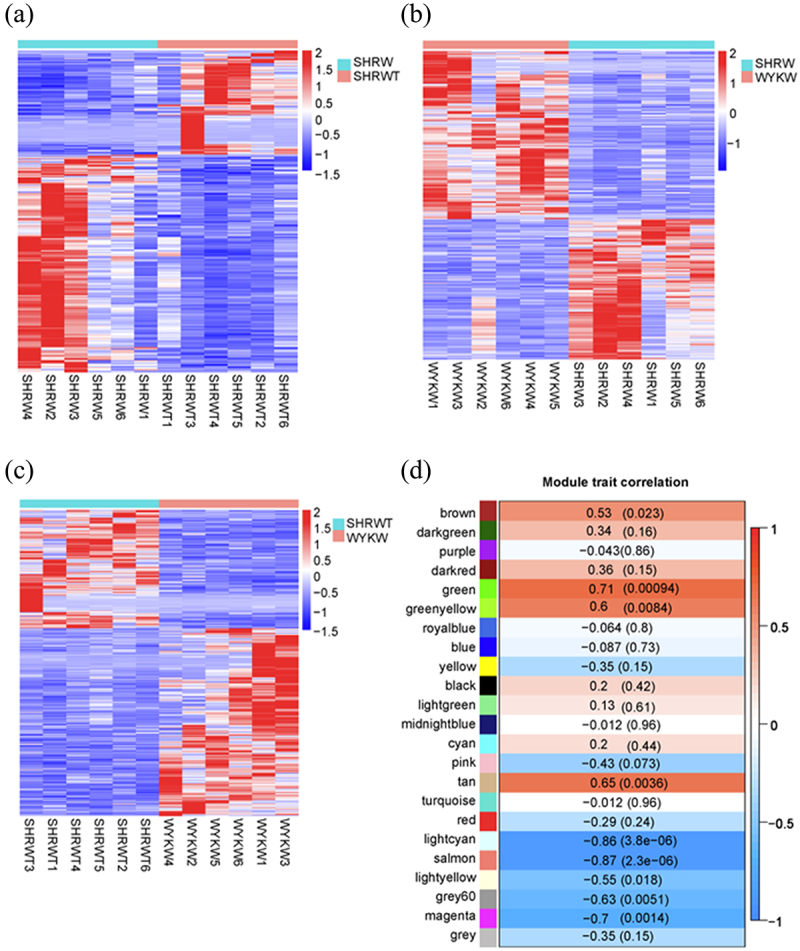
A-C: Hierarchical cluster analysis among the three groups. SHRW: white adipose tissue of spontaneously hypertensive rat, SHRWT: white adipose tissue of TMAO treated spontaneously hypertensive rat, WYKW: white adipose tissue of WYK. D: The correlations between each functional module and phenotype. Colours correspond to correlations. Positive correlations are shown by red, and negative correlations are shown by green. Additionally, correlation coefficients and P values are marked.

To further identify pathways significantly related to the TMAO treatment on vWAT, a weighted gene co-expression network analysis was used to construct gene co-expression networks. We used an empirically derived soft threshold of 11 to stress the importance of strong correlations in network development, encapsulating a robust model suitable for scale-free topology (R^2^ > 0.80, Figure S1A). 

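The network was rebuilt from log2(FPKM + 1) of the 11665 genes with an FPKM of at least 1 in more than 10% of the samples and an SD over 0.2, with an unsigned adjacency at the power of 11. The scale-free fit of the connectivity had an R2 of 0.755 at this power and a mean connectivity of 112. Among the powers tried, the highest R2 was 0.771, at a power of 10.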

In total, 23 modules of mRNA expression were identified through a hierarchical clustering dendrogram (Figure S1B). 

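Genes were clustered on 1-TOM by average linkage, and the tree was divided at one height, since the dynamic tree cut was not used here. This gave 28 clusters of at least 30 genes. After clusters whose eigengenes correlated above 0.75 were merged, 13 modules remained, with 8188 genes. The largest held 4997 genes, and 3477 genes were in no module. Modules are numbered by size.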

Using a nominally significant cut-off (cor > 0.50, *p* < 0.05), nine module-trait relationships emerged (Figure 3d). 

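The paper's text does not name the coding of the TMAO trait. With TMAO coded as 1 for SHR-TMAO and 0 for the other groups, 3 of the 13 modules had an absolute correlation above 0.50 and a permutation p under 0.05, and all 3 had a Benjamini-Hochberg adjusted p under 0.05 over the 13 modules. Among the 12 SHRs alone, 3 modules met the same limits before adjustment and 0 after it. These were modules 6, 3 and 9, so module 13, which met them over the 18 samples, did not. Without merging, which moved the number most, 8 of 28 modules met them.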

The three highest correlations were detected using the module-trait association analysis for the green (cor = 0.71, *p* = 0.00094), light cyan (cor = −0.86, *p* = 3.8e^−06^), and salmon (cor = −0.87, *p* = 2.3e^−06^). Additionally, a module-module correlation analysis revealed that the green module was correlated with both light cyan (cor = −0.58, *p* = 0.012) and salmon (cor = −0.85, *p* = 7.2e^−06^) modules (Figure S1C).

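Module 6, of 162 genes, had the strongest correlation with TMAO, with Pearson's r = 0.721 (permutation p = 0.00163, adjusted p = 0.0212 over the 13 modules) and Spearman's rho = 0.545 (permutation p = 0.0254). Its eigengene was 0.240 ± 0.256 in SHR-TMAO, -0.144 ± 0.0821 in SHR-Water and -0.0964 ± 0.149 in WKY (SD, n = 6 each). SHR-TMAO and SHR-Water differed in it with an exact permutation p of 0.0152, or 0.0985 after adjustment over the modules. It was above every SHR-Water value in 5 of the 6 SHR-TMAO rats, and SHR-TMAO replicate 1 lay at -0.251. Module 3, of 613 genes, had r = -0.649 (permutation p = 0.00496, adjusted p = 0.0322) and rho = -0.613 (permutation p = 0.00993). Module 13, of 50 genes, had r = -0.608 (permutation p = 0.00922, adjusted p = 0.0400) and rho = -0.591 (permutation p = 0.0144). Without the 2 samples farthest from the median eigengene, r was 0.606 for module 6, -0.517 for module 3 and -0.659 for module 13. The median gene length was 1443 bases in module 6, 2825 in module 3 and 1716 in module 13, so the length trend of the libraries may add to these correlations. With that trend removed from the values of the same modules, r was 0.716, -0.669 and -0.634. The modules were built before the removal, so this does not exclude the trend as a source of them. Between SHR-TMAO and SHR-Water, the eigengene of module 3 differed with an exact permutation p of 0.0325 (adjusted p = 0.141) and that of module 13 with 0.145 (adjusted p = 0.314). Module 9, of 105 genes, is not among the 3 modules of the 18 samples but differed between SHR-TMAO and SHR-Water with the same exact permutation p as module 6. Its eigengene was 0.114 ± 0.253 in SHR-TMAO, -0.248 ± 0.132 in SHR-Water and 0.134 ± 0.0858 in WKY (SD, n = 6 each). SHR-TMAO and WKY did not differ in it by more than the spread between rats (exact permutation p = 0.890).

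**Figure D3:**
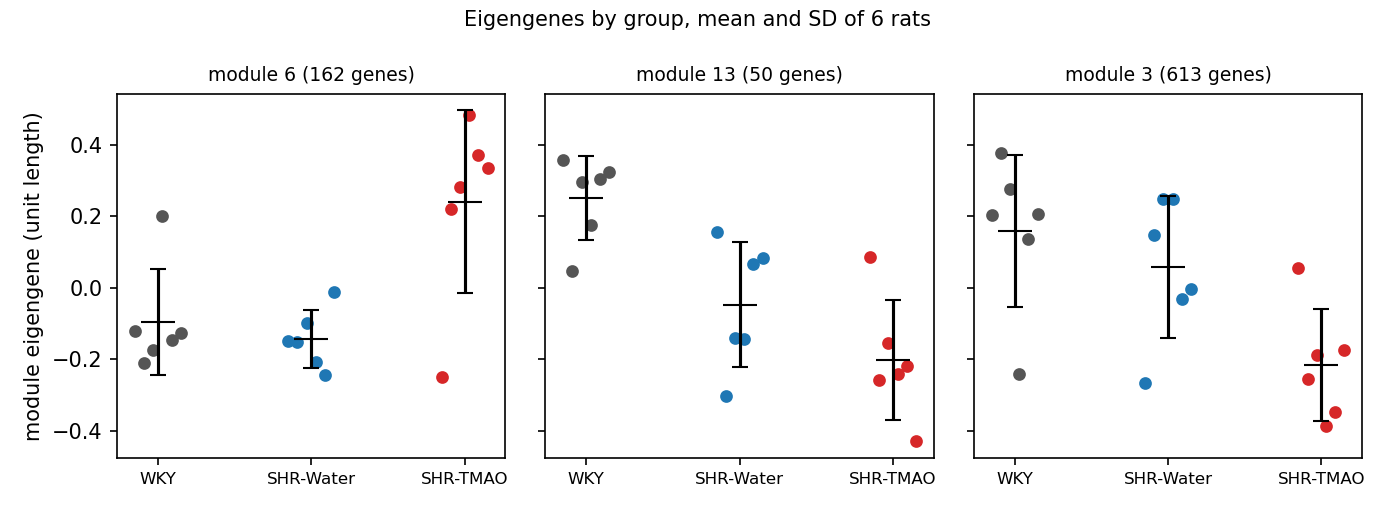
Eigengenes of modules 6, 13 and 3 (unit length, no unit) in the 3 groups, with each point a rat and the bars showing the mean and SD of 6 rats. In module 6, 5 SHR-TMAO rats lie above all SHR-Water rats and SHR-TMAO replicate 1 lies at -0.251.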

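Across the 18 samples, the eigengenes of modules 6 and 3 were correlated with Pearson's r = -0.795 (permutation p = 0.00015, adjusted p = 0.00045 over 3 pairs) and Spearman's rho = -0.641 (permutation p = 0.00522). Modules 6 and 13 had r = -0.569 (permutation p = 0.0145, adjusted p = 0.0218) and rho = -0.395 (permutation p = 0.105). Modules 3 and 13 had r = 0.421 (permutation p = 0.0821, adjusted p = 0.0821) and rho = 0.358 (permutation p = 0.145). Without the 2 samples farthest from the median of the first eigengene of each pair, r was -0.690, -0.484 and 0.294.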

Finally, the green, light cyan, and salmon gene-expression modules were selected for further investigation.

### Pathway enrichment analysis of co-expression modules

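The modules were built from the correlations of the genes in these 18 samples, so a higher correlation within a module follows from their construction. The median absolute Pearson's r of a pair of genes across the 18 samples was 0.682 in module 6, 0.615 in module 3 and 0.751 in module 13. Over 19999 random pairs of genes of the network it was 0.307. These are medians over pairs of genes, which are not independent replicates. From the correlation of its modules with the TMAO treatment, the paper reasons that their genes can be taken to pathway enrichment. The enrichment itself needs gene names and was not analysed here.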

Because the green, light cyan, and salmon modules were strongly associated with TMAO therapy, and the gene co-expression modules were comprised of highly correlated genes, we performed a KEGG gene enrichment analysis to further investigate the biological functions of these gene modules.

The top 20 KEGG pathway terms were identified from genes in each module (Figure 4a–). Among the altered signalling pathways, the most significantly altered biological pathways included phagosome, lysosome, fatty acid metabolism, valine, leucine and isoleucine degradation, and metabolic pathways. The genes categorized for these pathways are listed in Table 4. *Lamp1* and *Ctss* played roles in both the phagosome and lysosome pathways. In addition, *Ehhadh* and *Aldh3a2* were shown to function in both fatty acid metabolism and valine, leucine and isoleucine degradation pathways.

**Table 4.** The gene name and enrichment levels categorized for phagosome, lysosome, fatty acid metabolism, and valine, leucine and isoleucine degradation.

PathwayTerm	Symbol	Description	FDR	Enrichment
Fatty acid metabolism	Ehhadh	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	0.031	10.08
Fatty acid metabolism	Cpt2	carnitine palmitoyltransferase 2	0.29000	14.56
Fatty acid metabolism	Aldh3a2	aldehyde dehydrogenase 3 family, member A2	0.03100	10.08
Fatty acid metabolism	Acsl4	acyl-CoA synthetase long-chain family member 4	0.03100	10.08
Fatty acid metabolism	Acaa2	acetyl-CoA acyltransferase 2	0.29000	14.56
Lysosome	Smpd1	sphingomyelin phosphodiesterase 1, acid lysosomal	0.00041	4.94
Lysosome	Neu1	neuraminidase 1	0.00041	4.94
Lysosome	Man2b1	mannosidase, alpha, class 2B, member 1	0.00041	4.94
Lysosome	Lgmn	legumain	0.00041	4.94
Lysosome	Lamp1	lysosomal-associated membrane protein 1	0.00041	4.94
Lysosome	Hexa	hexosaminidase A	0.00041	4.94
Lysosome	Fuca1	fucosidase, alpha-L- 1, tissue	0.00041	4.94
Lysosome	Ctss	cathepsin S	0.00041	4.94
Lysosome	Ctsh	cathepsin H	0.00041	4.94
Lysosome	Ap1s2	adaptor-related protein complex 1, sigma 2 subunit	0.00041	4.94
Lysosome	Aga	aspartylglucosaminidase	0.00041	4.94
Lysosome	Acp5	acid phosphatase 5, tartrate resistant	0.00041	4.94
Phagosome	Tubb6	tubulin, beta 6 class V	0.00020	4.42
Phagosome	Tubb2a	tubulin, beta 2A class IIa	0.00020	4.42
Phagosome	Tuba1b	tubulin, alpha 1B	0.00020	4.42
Phagosome	Tap1	transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	0.00020	4.42
Phagosome	RT1-T24-4	RT1 class I, locus T24, gene 4	0.00020	4.42
Phagosome	RT1-Bb	RT1 class II, locus Bb	0.00020	4.42
Phagosome	RT1-Ba	RT1 class II, locus Ba	0.00020	4.42
Phagosome	RT1-A2	RT1 class Ia, locus A2	0.00020	4.42
Phagosome	Rab7a	RAB7A, member RAS oncogene family	0.00020	4.42
Phagosome	Ncf4	neutrophil cytosolic factor 4	0.00020	4.42
Phagosome	Lamp1	lysosomal-associated membrane protein 1	0.00020	4.42
Phagosome	Fcgr2b	Fc fragment of IgG, low affinity IIb, receptor (CD32)	0.00020	4.42
Phagosome	Ctss	cathepsin S	0.00020	4.42
Phagosome	Cd209f	CD209f antigen	0.00020	4.42
Phagosome	Atp6v0e1	ATPase, H+ transporting, lysosomal, V0 subunit e1	0.00020	4.42
Valine, leucine and isoleucine degradation	Mccc2	methylcrotonoyl-CoA carboxylase 2 (beta)	0.00160	15.15
Valine, leucine and isoleucine degradation	Hmgcs1	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)	0.00160	15.15
Valine, leucine and isoleucine degradation	Hibch	3-hydroxyisobutyryl-CoA hydrolase	0.00160	15.15
Valine, leucine and isoleucine degradation	Ehhadh	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	0.00160	15.15
Valine, leucine and isoleucine degradation	Aldh3a2	aldehyde dehydrogenase 3 family, member A2	0.00160	15.15

**Figure 4.**
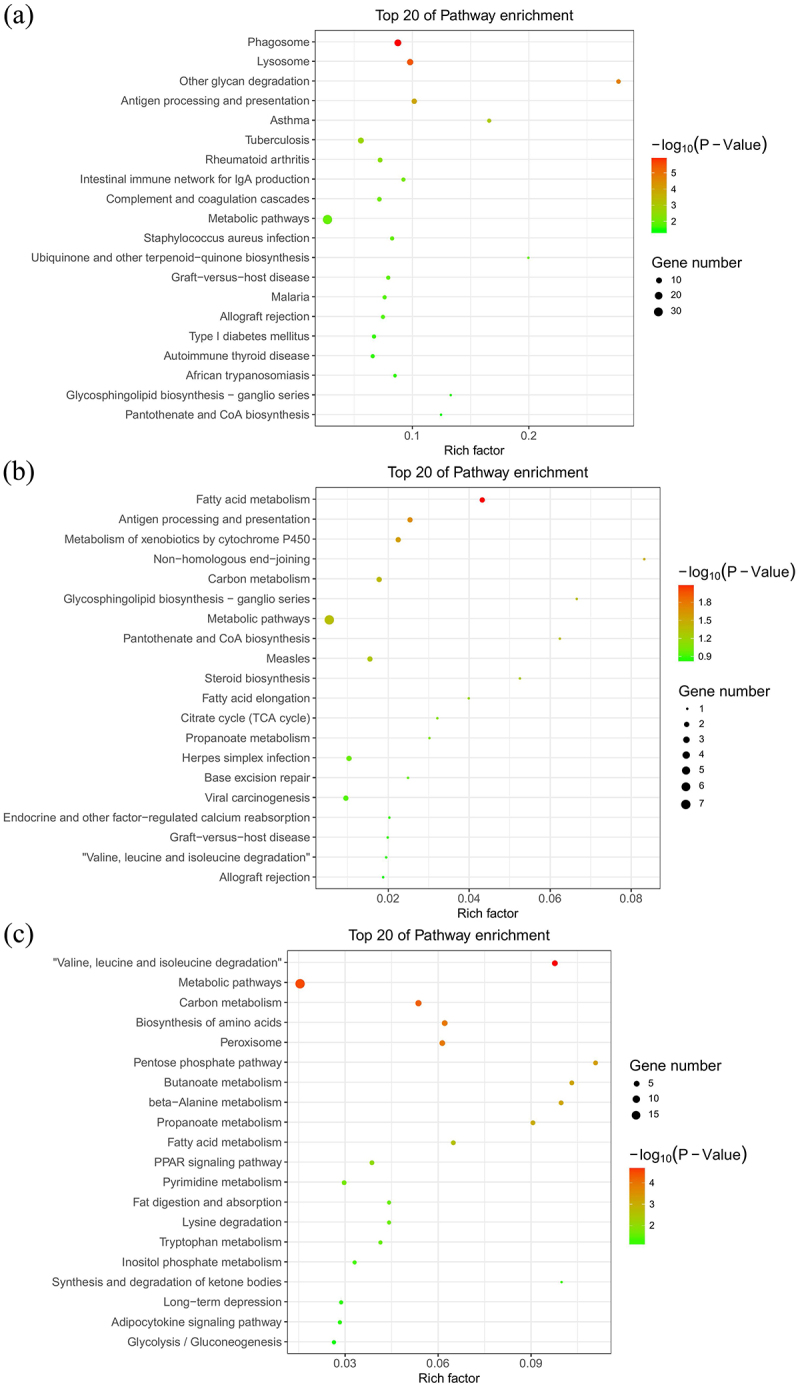
Kyoto encyclopaedia of genes and genomes pathway enrichment of genes in the green (a), light cyan (b), and salmon (c) modules generated by hierarchical clustering of WGCNA. The size and the colour intensity of a circle represented gene number and -log10 (P-value), respectively. Rich Factor was considered the ratio of the number of genes in a certain module to the total number of genes in the pathway.

## Discussion

An interesting finding of our study was the metabolic role of TMAO on the vWAT of SHRs. We found that TMAO could regulate the metabolic status of the vWAT of SHRs, including lipogenesis reduction and improvement of specific fatty acids composition. The mechanism underlying this effect was more likely to involve the regulation of phagosomes and lysosomes in vWAT (Figure 5).

**Figure 5.**
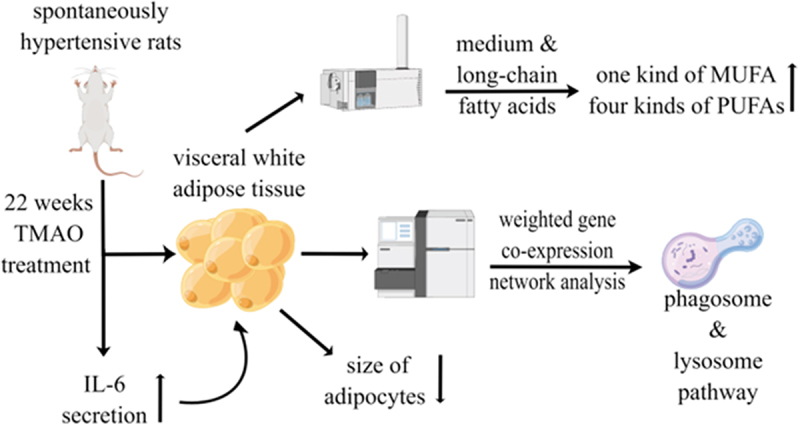
A summary figure showing the main results by Figdraw (www.figdraw.com).

Increased exposure to TMAO is associated with atherosclerosis and major adverse cardiovascular events. The TMAO pathway likely interacts with pathogenic mechanisms, including the development of atherosclerotic plaque iteration in macrophages [3,5,32] and the promotion of platelet hyper-responsiveness [33]. Furthermore, circulating TMAO induces low-grade chronic systemic inflammation [34] and increases levels of inflammatory cytokines by promoting NF-κB activation [35] and activating the NLRP3 inflammasome [26]. Moreover, recent studies have revealed that TMAO was positively associated with cardio-metabolic risk factors, such as insulin resistance and metabolic syndrome.

Consequently, we measured six inflammatory serum cytokines, IL-6, IL-1β, TNF-α, MCP-1, insulin, and leptin, to ascertain the effects of chronic treatment with TMAO on vWAT in SHRs. Notably, although no overt inflammation was observed, elevated circulating levels of IL-6 and insulin might reveal a possible link between TMAO and vWAT. Novel beneficial roles for TMAO in glucose homoeostasis and insulin secretion have been reported, and the improvement of impaired glucose tolerance mediated by increased insulinemia was related to ER-stress improvement, which was confirmed in vitro by treating isolated pancreatic islets with subcutaneous TMAO infusion [36]. Consistently, our results showed that chronic high-dose TMAO treatments triggered insulin secretion, which might activate hepatic lipogenesis [37]. Although the circulating levels of IL-6 were elevated by the TMAO treatment in this study, other inflammation-associated cytokines, IL-1β, TNF-α, and MCP-1, did not show statistical differences. In addition, IL-6 has context-dependent pro- and anti-inflammatory properties [27]. Therefore, the inflammatory responses induced by TMAO might still not be confirmed. However, clear evidence has shown that IL-6 and insulin can regulate adipose tissue, but that they had opposite effects. On the one hand, IL-6 induces adipocyte lipolysis via activating the STAT3 pathway [38], which is associated with anti-inflammatory signalling [39]; however, on the other hand, insulin plays an important role in inhibiting lipolysis [40].

To evaluate the effects of elevated levels of IL-6 and insulin on vWAT mediated by TMAO, we observed the morphology of vWAT through HE and Masson staining. The beneficial effects of a 22-week TMAO treatment resulted in adipocyte volume diminishment through increased IL-6 secretion [36]. Thus, compared with the effect of lipogenesis stimulated by insulin, the effect of IL-6 on lipolysis occupied the dominant role during TMAO treatment in SHRs.

Combined with our previous results and the well-known stimulatory effect of IL-6 on lipolysis, as well as fatty acid oxidation [31], TMAO was highly likely to regulate the fatty acid composition in vWAT. Therefore, a gas chromatography-tandem mass spectrometer analysis was performed to determine the changes in the composition of fatty acids. In this study, we found that TMAO elevated one MUFA (cis-15-tetracosenoate) and four PUFAs [cis-11,14,17-eicosatrienoic acid, docosatetraenoate, docosapentaenoate n-3 (C22:5N3), and docosapentaenoate n-6 (C22:5N6)] in vWAT. Adherence to a balanced diet may help postpone the onset of cardiovascular disease (CVD) and extend life. These diets were mostly composed of fatty acids [41]. The beneficial effects of MUFA and PUFA for CVD may alleviate systolic and diastolic blood pressure by alleviating oxidative stress and modifying the activities of membrane-associated proteins [42,43]. Cis-15-tetracosenoic acid, also called nervonic acid, was increased in vWAT by the TMAO treatment. It is a long-chain fatty acid with significant biological functions, including increasing brain progression, enhancing memory, and delaying brain ageing [44]. A study examining the relationship between erythrocyte omega-9 monounsaturated fatty acids and all-cause and cardiovascular mortality discovered that cis-15-tetracosenoic acid is an independent predictor of cardiovascular death [45]. For PUFAs, many health benefits have been reported. For example, marine n-3 PUFAs might protect against acute coronary syndrome in men [46], and increased n-6 PUFA consumption is related to a decreased risk of CVD [47]. However, prospective observational studies may support the primary prevention of atherosclerotic cardiovascular disease with PUFAs, whereas randomized controlled studies frequently yielded neutral conclusions [48]. Because the health effects of PUFAs might be influenced by their metabolic key enzymes [49], further investigations should focus on individual differences in those enzymes’ activity levels. Our results disclosed that TMAO was able to increase two n-3 PUFAs (cis-11,14,17-eicosatrienoic acid and docosapentaenoate n-3) and two n-6 PUFAs (docosatetraenoate and docosapentaenoate n-6). Eicosatrienoic acid, an elongation product of polylactic acid, shows anti-inflammatory properties through nuclear factor kappa B activity downregulation [50–52]. Docosapentaenoic acid has been frequently overlooked in lipid research. Although a previous study demonstrated that docosapentaenoic n-3 and docosapentaenoic n-6 enhances lipoprotein profiles and aortic function in hamsters fed a high cholesterol diet [53], the true functionality of these PUFAs remains obscure until more is known regarding the properties of unique, specialized pro-resolving lipid mediators [54].

To further investigate the potential mechanism of TMAO-mediated vWAT regulation, we performed whole transcriptome sequencing and a comprehensive bioinformatics analysis. WGCNA, a powerful tool for identifying key functional modules in big data analysis [25,55], was employed to undertake a systems-level view of transcriptional differences associated with the TMAO treatment in SHRs.

The results of the WGCNA indicated that TMAO mainly regulates metabolic pathways in vWAT. Interestingly, the fatty acid metabolism pathway was also identified as a most significantly altered biological pathway, which supported our results that TMAO could regulate the composition of fatty acids in SHRs. Our results also showed that the expression of *Ehhadh* and *Aldh3a2*, which are associated with TMAO treatments in SHRs, function in both fatty acid metabolism and valine, leucine, and isoleucine degradation pathways. *EHHADH* encoded a bifunctional beta-oxidation enzyme involved in peroxisomal fatty acid oxidation [56]. *ALDH3A2* is a classic target gene of PPARα, being involved in peroxisomal and mitochondrial fatty acid oxidation [57].

In addition, phagosome and lysosome pathways, which are closely associated with fatty acid metabolism, were also enriched in the WGCNA. Additionally, *Lamp1* and *Ctss* were found in the same co-expression module, which was strongly associated with TMAO therapy. They play roles in both phagosome and lysosome pathways [58]. The potential mechanism of TMAO regulating phagosome and lysosome pathways might be associated with its effect of reducing the endoplasmic reticulum-stress response [36,59]. Lipolysis and autophagy share similar regulatory mechanisms. When nutrients are scarce for the generation of energy, cellular lipids in lipid droplets are degraded into fatty acids. Autophagy induction is a cellular response to the famine that occurs for the second time, and it transports intracellular proteins and organelles sequestered in autophagosomes to lysosomes for degradation and energy production [60]. In addition, SFAs prevent autophagosome-lysosome fusion. As a result, intracellular protein aggregates develop, while enhancing the breakdown of autophagic vacuoles, and unsaturated fatty acids counteract the effects of SFAs [61].

These results indicated that TMAO could shift metabolic pathways, which was associated with IL-6 secretion, especially those related to fatty acid metabolism, and the metabolic alterations of vWAT may be implicated in phagosome and lysosome pathways.

Several limitations of our study should be acknowledged. First, this study focused on both long-chain and medium-chain fatty acids. However, an abundance of research demonstrated that short-chain fatty acids are also critical for health maintenance and disease progression [62], but further investigations are required. Second, although the WGCNA of transcriptome sequencing indicated the potential mechanisms of fatty acid metabolic regulation via TMAO treatment in vWAT, experimental experiments remain required to determine such mechanisms. Third, further research is required to explore the effects of insulin induced by TMAO on vWAT in SHRs. Last, TMAO treated WYKs and high-fat diet-fed SHRs also need to be investigated because these experiments could reveal important information about the effects of TMAO on vWAT.

## Conclusion

The study results shed new light on the metabolic roles of TMAO on vWAT in SHRs. TMAO could regulate the metabolic status of the vWAT of SHRs, including lipogenesis reduction and improvement of specific fatty acid composition. The mechanism underlying this effect likely involves the phagosome and lysosome pathways in vWAT.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO database. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE188336).

# Supplementary material for: The effect of trimethylamine N-oxide on the metabolism of visceral white adipose tissue in spontaneously hypertensive rat
**Source:** Adipocyte. 2022 Aug 17;11(1):420–33. doi: 10.1080/21623945.2022.2104783
**Supplement:** Supplemental Material

| Name | Linear equation | R^2 | Linear range (ug/ml) |
| --- | --- | --- | --- |
| C4:0 | y = 0.676115 * x+ 0.010459 | 0.999579272 | 0.002-50 |
| C6:0 | y = 2.145062 * x+ 2.400182E-004 | 0.999673401 | 0.002-50 |
| C8:0 | y = 2.808091 * x+ 3.552830E-004 | 0.999690439 | 0.002-50 |
| C10:0 | y = 2.974875 * x+ 4.407884E-004 | 0.999709411 | 0.004-100 |
| C11:0 | y = 2.938498 * x+ 3.125274E-004 | 0.999767058 | 0.002-50 |
| C12:0 | y = 2.924615 * x+ 3.922994E-004 | 0.999828801 | 0.004-100 |
| C13:0 | y = 2.774600 * x+ 3.058208E-004 | 0.999713304 | 0.002-50 |
| C14:0 | y = 2.578346 * x+ 0.015441 | 0.999618099 | 0.002-50 |
| C14:1N5 | y = 1.093605 * x- 6.418088E-004 | 0.999330953 | 0.002-50 |
| C15:0 | y = 2.534515 * x+ 1.383307E-004 | 0.999747865 | 0.002-50 |
| C15:1N5 | y = 0.979738 * x+ 1.153024E-004 | 0.999792521 | 0.002-50 |
| C16:0 | y = 2.542880 * x+ 0.071060 | 0.999665542 | 0.004-100 |
| C16:1N7 | y = 0.765158 * x+ 0.005247 | 0.999702007 | 0.002-50 |
| C17:0 | y = 2.399196 * x- 8.808896E-004 | 0.99969776 | 0.004-100 |
| C17:1N7 | y = 0.746499 * x+ 1.371566E-004 | 0.999695696 | 0.002-50 |
| C18:0 | y = 2.435727 * x+ 0.084298 | 0.999631009 | 0.004-100 |
| C18:1TN9 | y = 0.775054 * x- 0.004505 | 0.999647376 | 0.002-50 |
| C18:1N9 | y = 0.716432 * x+ 0.100592 | 0.999527484 | 0.004-100 |
| C18:2TTN6 | y = 0.964511 * x- 0.020342 | 0.999577512 | 0.002-50 |
| C18:2N6 | y = 0.956557 * x- 0.026392 | 0.999563221 | 0.002-50 |
| C18:3N6 | y = 0.781160 * x+ 3.118248E-004 | 0.999855424 | 0.004-100 |
| C18:3N3 | y = 1.046795 * x- 0.004403 | 0.999779978 | 0.002-50 |
| C20:0 | y = 1.870038 * x+ 1.526439E-004 | 0.999768281 | 0.004-100 |
| C20:1N9 | y = 0.827732 * x- 0.007419 | 0.999985157 | 0.002-50 |
| C20:2N6 | y = 0.914886 * x- 0.023660 | 0.999542002 | 0.002-50 |
| C21:0 | y = 1.552001 * x+ 0.001375 | 0.999867097 | 0.002-50 |
| C20:3N6 | y = 0.878719 * x- 0.029676 | 0.999492438 | 0.002-50 |
| C20:4N6 | y = 0.948662 * x- 0.047859 | 0.999535526 | 0.002-50 |
| C20:3N3 | y = 1.123874 * x- 0.064862 | 0.999479333 | 0.002-50 |
| C22:0 | y = 1.602850 * x- 2.476369E-004 | 0.999544385 | 0.004-100 |
| C20:5N3 | y = 1.080144 * x- 0.010530 | 0.999981046 | 0.002-50 |
| C22:1N9 | y = 0.940492 * x- 0.008849 | 0.999855724 | 0.002-50 |
| C22:2N6 | y = 0.548524 * x+ 3.968627E-005 | 0.999440545 | 0.002-50 |
| C23:0 | y = 1.880202 * x- 0.008220 | 0.999889805 | 0.002-50 |
| C22:4N6 | y = 1.009597 * x- 0.025842 | 0.999199063 | 0.002-50 |
| C22:5N6 | y = 1.021545 * x- 0.025451 | 0.999221472 | 0.002-50 |
| C24:0 | y = 1.786569 * x- 0.018456 | 0.999835667 | 0.004-100 |
| C22:5N3 | y = 1.026703 * x- 0.038717 | 0.999941074 | 0.002-50 |
| C24:1N9 | y = 1.041510 * x- 0.048647 | 0.999675 | 0.002-50 |
| C22:6N3 | y = 1.096107 * x- 0.067056 | 0.999531592 | 0.002-50 |

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

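Gene expression was measured by RNA-seq in vWAT of 6 WKY, 6 SHR-Water and 6 SHR-TMAO rats. The authors counted reads per gene with featureCounts version 1.6.3 against the Ensembl release 96 annotation of the rat build Rnor_6.0, as the head of the deposited table records, while the paper's methods name GENCODE. The deposited values are whole-number counts that were not normalized or filtered by the authors. Everything else was computed from these counts. Groups and replicate numbers were taken from the sample labels and the paper's legends.

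Library sizes lay between 10774133 and 18874161 counts, so differences of genes with few counts are the least certain. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), fitted on the 2 groups compared. The thresholds were the paper's. DESeq2 1.42.0 and limma 3.58.1 (voom with sample quality weights) were alternatives. FPKM, correlations, principal components, permutation tests and the network were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Exact tests between 2 groups of 6 rats used all 462 splits. With a rat left out they used all splits of the remaining rats. Exact tests of a correlation within a group used all orderings of its 6 rats. Other permutation tests used 100000 permutations. All tests were two-sided, apart from the pseudo-F, which is one-sided by construction. The network used a power of 11, at least 30 genes per module and merging above an eigengene correlation of 0.75, and the tree was divided at the height that gave the most clusters.

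The tests and their main settings, the rule for the genes named and most alternatives were fixed before the data were examined. The alternatives were other normalizations, filters, tests and thresholds, leaving out each rat, a replicate block, other scales for the correlations, and other settings of the network. The corrections for gene length, mitochondrial genes and library totals, the leave-outs of DESeq2, and DESeq2 with TMM factors or with its filter set for 0.05 were chosen after seeing the data. The linkage for clustering the samples was not fixed beforehand, and average and complete linkage are both given. DESeq2 was first run with its filter set for 0.05 and then with its default, and the default is reported. The genes to be named were those the paper names or lists and, in each comparison, the 5 higher and 5 lower of smallest adjusted p among differentially expressed genes whose groups do not overlap. Since the table holds no names, only the first 2 that rose and the first 2 that fell between WKY and SHR-Water are given. Reference names for rat genes matched none of the identifiers.

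The tests were tested on simulated data. In counts drawn gene by gene from the real means, 200 genes were changed, with a median absolute log2 fold change of 1.98 in the edgeR fit. Of these, edgeR recovered 185 with 5 false calls among 12741 genes, and DESeq2 recovered 190 with 9 false calls among 12852. Recovery of changes near the fold change threshold, or among genes that vary together, was not tested. With the gene length trends of the libraries added to the simulated counts, the false calls rose to 19 and 48, and with the trend as an offset they were 3 and 12. The network method found 5 of 5 simulated modules among 1300 genes and placed 81.3% of 300 module genes.

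The results that need gene names were not analysed here: the genes of Table 3 and Table 4, the pathway lists, the cell type markers and the genes the paper names. The dynamic tree cut was not used here.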

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

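In this part the test of library depth for SHR-TMAO replicate 3, and the limits that define its genes, were chosen after the result was seen. A sample was taken as far from the others when its gap to the nearest was large against the range of its group of 6. Of 65 groups looked at, 8 had such a sample, where about 1 in 20 would by chance. The values within one sample are not independent of each other.

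SHR-TMAO replicate 3 had 142 genes at least 8 times higher than in every other library and above 2 CPM (counts scaled to the library total), against at most 2 such genes in any other library. They held 0.537% of its counts. In the same rat the eigengene of module 8 was 0.944, while the other SHR-TMAO rats lay between -0.131 and -0.0436. Library depth was argued against: 2 SHR-TMAO libraries were deeper, and the median count of these genes was 188.5. Other cells or tissue in the piece taken may be a source, but the test left this open. In the other 17 libraries the genes had a median pairwise Spearman correlation of -0.0117, against a 95th percentile of 0.0154 in random sets, and most counts there were near 0. A response of this rat alone to TMAO was not tested.

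In module 6, the module most correlated with TMAO, WKY replicate 4 had an eigengene of 0.200 where the other WKY rats lay between -0.210 and -0.121. SHR-TMAO replicate 1 had -0.251 where the other SHR-TMAO rats lay between 0.221 and 0.484. WKY replicate 2 stood apart in module 1, at 0.304 against -0.300 to -0.111, and in module 7, at 0.0782 against -0.170 to -0.120. WKY replicate 6 had 0.968 TMM-normalized CPM of ENSRNOG00000001701, against 0.0494 to 0.320 in the other WKY rats, and WKY replicate 3 had 21.0 of ENSRNOG00000017286, against 8.90 to 13.3. No biological explanation was tested for these samples.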

How the results depend on the processing

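The length corrections, equal library totals, the fits without mitochondrial genes and the DESeq2 leave-outs were tests chosen after the result was seen. Of the alternatives of results that answer a comparison, 159 kept their direction and side of the threshold, stayed within the spread or, for counts, within 1.5 times. Another 36 moved and 11 lost significance. In the remaining 2, another module ranked first as the strongest correlation with TMAO, and its correlation was negative. The 78 alternatives of the 4 genes named kept their direction and side of the threshold. Their log2 fold changes stayed between 8.73 and 9.72, 3.73 and 4.01, -5.16 and -4.84, and -10.20 and -9.12, and their highest adjusted p over these alternatives was 9.6e-06 (edgeR, DESeq2 or limma). The cause of the changes below was not tested unless stated.

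Between SHR-TMAO and SHR-Water, DESeq2 gave 403 genes, limma voom 1087 and the fit of all 18 samples 1, against 0 in edgeR with 3212 at an unadjusted p under 0.05. Across the 12 fits that each left out 1 rat, edgeR gave from 0 to 685 genes: 685 without SHR-Water replicate 1, 442 without SHR-TMAO replicate 1, 2 without SHR-TMAO replicate 2 and 0 in the other 9. The DESeq2 number went from 96 without SHR-TMAO replicate 4 to 971 without SHR-Water replicate 1. Without SHR-TMAO replicate 1 it was 870, without SHR-Water replicates 2, 3 and 4 it was 129, 136 and 139, and without SHR-TMAO replicates 2, 3 and 5 it was 228, 202 and 205. It was 412 with its filter set for 0.05, 343 with TMM factors and edgeR's gene filter, and 211 with the length offset added to those, of which 159 were among the 343.

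Between SHR-Water and WKY the 445 genes became 867 with DESeq2, 798 with no fold change limit and 1649 with limma voom, where 1051 were higher and 598 lower. They ranged from 337 without SHR-Water replicate 4 to 1278 without WKY replicate 2, where 835 were higher and 443 lower, with 725 without SHR-Water replicate 1. Between SHR-TMAO and WKY the 464 genes became 804 with DESeq2, 736 with limma voom and 995 with no fold change limit, and ranged from 363 to 646 with 1 rat left out.

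Pairing by replicate number was taken to hold only if every pair of same-numbered rats deviated together, with a correlation above 0.1, which was so in none of the comparisons. Between SHR-Water and WKY, however, 5 of 6 pairs were above 0.1, with replicate 4 at -0.392 and the highest at 0.603, so a shared factor is not excluded there. Between SHR-TMAO and WKY 2 of 6 pairs were above 0.1, and between SHR-TMAO and SHR-Water 0 of 6, with the lowest at -0.468. With a replicate block the 3 comparisons gave 0 (1864 at an unadjusted p under 0.05), 591 (296 higher and 295 lower, against 168 and 277 without it) and 341 genes.

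Within-group correlations moved by more than 1 SD with a pseudocount of 0.1 (0.961 in WKY, 0.965 in SHR-Water, 0.970 in SHR-TMAO), with Spearman's rho (0.946, 0.952 and 0.953), with FPKM without a log (0.912 in WKY, 0.956 in SHR-TMAO) and with genes of at least 1 FPKM in every sample (0.963 in WKY). The separation of SHR-TMAO and SHR-Water had a pseudo-F of 2.07 with the length trend removed (exact permutation p = 0.0541) and from 1.76 to 3.26 with 1 rat left out, which also lowers the number of samples. The p was then under 0.05 only without SHR-Water replicates 1 or 6 or SHR-TMAO replicate 1. With FPKM without a log, SHR-TMAO and WKY had 1.96 (exact permutation p = 0.117) and SHR-TMAO and SHR-Water had 4.38 (exact permutation p = 0.0216). On that scale 55.9% of the squared spread lay in mitochondrial genes. SHR-TMAO and SHR-Water had 1.76 with a pseudocount of 0.1 and 2.43 with CPM scaled by TMM. Both had an exact permutation p of 0.0455.

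With TMAO coded as 0 for WKY, 1 for SHR-Water and 2 for SHR-TMAO, 5 modules passed and the strongest correlation was -0.822. It was that of module 4, which mainly set WKY apart from the SHRs. Among the 12 SHRs the r of module 4 with TMAO was 0.382. Without merging there were 28 modules, of which 8 passed. At a power of 6 the strongest correlation was -0.660. The alternatives for the genes of Tables 3 and 4, the gene lists and the genes named by symbol were not run, since the identifiers are not paired with names. Spearman's rho gives no distance for the separation and was run for the correlations only.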

Differences from the paper's values

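In this part, the tests chosen after the result was seen are the DESeq2 settings named as added and the DESeq2 fits that left out 1 rat. The paper's number of modules is 23 and 13 were found. With a minimum of 20 genes there were 17, without merging 28 and with FPKM without a log 19, each within 1.5 times of the paper's. A higher division of the tree gave 12, a power of 6 gave 10 and a signed network 11, which were not.

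The paper's text does not name how TMAO was coded as a trait, and 1 for SHR-TMAO against 0 for the other groups was assumed, so the correlations and the number of relationships need not rest on the paper's coding. The paper's number of module-trait relationships is 9 and 3 were found. Without merging there were 8, within 1.5 times of the paper's. The other alternatives set before the data were examined gave from 2 to 5. The paper's most negative correlation is -0.87, and the most negative found was -0.649. With TMAO coded as 0, 1 and 2 over WKY, SHR-Water and SHR-TMAO it was -0.822, and without merging -0.691. Both lay within a standard error of a correlation over 18 samples. The paper's value and these come from the same rats, so that error is a yardstick and not a test of agreement. The other alternatives set before the data were examined, from -0.660 to -0.639, were not. With the gene length trend removed from the values of the same modules, which was chosen after seeing the values, it was -0.669 and also not within that error. The value of -0.822 was that of module 4, with a mean eigengene of 0.328 in WKY, -0.182 in SHR-Water and -0.146 in SHR-TMAO. SHR-TMAO and SHR-Water differed in it with an exact permutation p of 0.216. Among the 12 SHRs its correlation with TMAO was 0.382, of the opposite sign. So this value reflects the difference of WKY from both SHR groups and does not reproduce a negative correlation with TMAO.

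The paper's Table 3 lists 25 up- and 25 down-regulated mRNAs between SHR-Water and SHR-TMAO, as the top of its list. With edgeR 0 genes were higher and 0 lower, with 3212 genes at an unadjusted p under 0.05. DESeq2, which the paper's methods name, gave 109 higher and 294 lower. Limma voom gave 297 and 790. Without SHR-Water replicate 1 edgeR gave 179 and 506, and without SHR-TMAO replicate 1 it gave 151 and 291. The other alternatives set before the data were examined gave at most 1 gene in either direction. DESeq2 in the settings added after seeing the values, with the length offset (52 higher, 159 lower), with TMM factors (89 and 254) and with its filter set for 0.05 (111 and 301), also reached these numbers, as it did in each fit that left out 1 rat.

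The correlations in Fig. 2a are on another scale, and squared correlations of FPKM without a log have the same values. For SHR-Water replicate 1 with SHR-TMAO replicate 4 the figure shows about 0.56 and 0.557 was computed, for WKY replicate 4 with SHR-Water replicate 1 about 0.47 and 0.468, and for SHR-Water replicate 1 with SHR-TMAO replicate 5 about 0.78 and 0.775. The paper states that the scale-free fit at its power lies above its limit, and an R2 of 0.755 was found.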

Other observations

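In this part these tests were chosen after the result was seen: the splits for the edgeR calls of SHR-TMAO and SHR-Water, the comparison of the length trend with WKY, the relation of the splits to the length trend, and the test of chromosomes. The reading of the separation against the spread of its leave-outs was also chosen then.

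Other splits of the 12 SHRs were used to ask how often the numbers between SHR-TMAO and SHR-Water arise from other groupings. For the 0 genes of edgeR the splits test nothing, since any split gives at least 0 (100 of 100). At an unadjusted p under 0.05, 3 of 100 splits, the real one included, gave at least as many genes as the real one. With DESeq2, 1 of 30 splits, the real one, gave as many genes, and the next gave 47. These 30 did not include the other splits that reached the real number in edgeR at an unadjusted p under 0.05. Whether DESeq2 would give as many genes in those splits was not tested. For SHR-Water and WKY 4 of 100 splits, the real one included, gave at least as many genes in edgeR, and for SHR-TMAO and WKY 1 of 100, the real one. One split of the SHRs gave 893 genes in edgeR. It set SHR-Water replicates 1 and 5 and SHR-TMAO replicates 2 to 5 against the rest, and had the largest difference in mean length trend among the splits drawn, 0.431 against 0.359 in the real split. Over the 100 splits, the number of genes at an unadjusted p under 0.05 rose with that difference (Spearman's rho 0.773; the splits share rats, so no p-value is given).

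A hypothesis from this is that a gene length bias of the libraries may add to the differences between SHR-TMAO and SHR-Water. With the length trend as an offset the DESeq2 genes fell to 211, against 343 with the same genes and factors, so the trend is not the whole of them. With the trend removed from the values of the same modules, 4 modules passed the limits for TMAO against 3. After Benjamini-Hochberg adjustment 3 passed in both cases. The modules were built from the uncorrected values, so this cannot exclude the trend as a source of the modules or their number. For the separation of the groups, leaving out the mitochondrial genes raised the pseudo-F from 2.26 to 2.48 (exact permutation p = 0.0303), and counts thinned to equal library totals gave 2.20 (exact permutation p = 0.0498), so neither correction removed it. With the length trend removed it was 2.07 (exact permutation p = 0.0541). By the limit of 0.05 written down before these tests, the values speak against the first 2 explanations and for the length trend. But the separation lies close to that limit and moved further, from 1.76 to 3.26, when 1 rat was left out, so all 3 are left open. Whether TMAO itself changes the trend cannot be told apart from the preparation of the libraries with 6 rats per group. SHR-TMAO and SHR-Water differed in it with an exact permutation p of 0.0346, or 0.281 after adjustment over 18 comparisons. SHR-TMAO and WKY had an exact permutation p of 0.40. They differ in strain as well as treatment, so that comparison cannot decide the question.

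The numbers of DESeq2 may also rest on single rats. Leaving out 1 rat took the 403 genes down to 96 without SHR-TMAO replicate 4 and up to 971 without SHR-Water replicate 1. SHR-TMAO replicate 4 had the lowest length trend of its group (rho -0.368). SHR-Water replicate 1 ran against its group (-0.220, group mean 0.189), as did SHR-TMAO replicate 1 (0.106, group mean -0.170), without which 870 genes were called. So single rats and the length trend are not separate explanations here, and which of them acts was not tested. As to the modules, 9 of 100 draws of 6 of the 18 samples gave at least 3 modules above the correlation limit. The strongest correlation over all modules had a permutation p of 0.0129.

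Genes that differ between SHR-Water and WKY could mark strain variants against the reference, which would place them near each other. Of the 445 genes, 219 had another within 1 Mb, against a median of 203 and a 95th percentile of 225 in 10000 random sets, so no excess was seen. On chromosome 20, however, 32 of 394 genes tested were called, 8.12% against 3.27% elsewhere (Fisher's exact test, adjusted p = 0.000129 over 42 tests), 9 higher and 23 lower. Variants were not analysed here, and the explanation stays open.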
